A study of Mus musculus with 14 samples. Its data were reported in "Increased Frequency of Copy Number Variations Revealed by Array Comparative Genomic Hybridization in the Offspring of Male Mice Exposed to Low Dose-Rate Ionizing Radiation" (2021).

How the data were processed

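Genomic DNA from the tails of 7 mice of 1 non-irradiated family and from 1 male reference mouse was labelled with Cy3 and Cy5 and hybridized to a custom oligonucleotide CGH array of the second screening, 2 arrays per mouse with the dyes exchanged. Per the file headers, the authors scanned the arrays in 2 channels and extracted the spots with Agilent Feature Extraction 10.7.1.1, which subtracted the background with spatial detrending and applied a linear dye normalization without lowess. The deposited ratio of each spot is the log10 of the processed Cy5 signal over the processed Cy3 signal. The deposited intensity columns hold the processed signals and, before any correction, the median signals of the spots and of their local background. A deposited table of the whole series gives log2 ratios of the reference over the mouse, which equal the same ratios on the log2 scale with the sign turned on the arrays that carry the mouse in Cy5. The log10 ratio lay within 0.0001 of that computed from the processed signals at all but 210 of 1365868 probe spots, and the largest gap was 0.097. Probe positions in the files are on mouse build mm9.

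Each array had 104125 spots. The 6563 control spots were left out, as were spots with an outlier flag for non-uniformity or for the population of repeated spots (97 to 230 per array). The ratio was converted to log2 and turned to mouse over reference on every array from the dyes in the labels. Spots of one probe were averaged (1019 probes had more than 1 spot, up to 6), which gave 93534 probes. Each array was centred on the median of its autosomal probes, with no loess or quantile normalization, because copy number can shift many neighbouring probes one way. The array medians before centring lay between -0.009 and 0.014 on the log2 scale. Autosomal probes were then ordered along each chromosome.

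The sire, the dam and the offspring were grouped by their labels. The arrays of a dye-swap pair were treated as 1 replicate, and the value of a mouse is the mean of its pair. A probe was called positive when its log2 ratio exceeded 0.5 with the same sign on both arrays and at least 1 other such probe of that sign lay within 3 probe positions and 2 kb. The threshold and the number of positions follow the study's second screening, and the limit of 2 kb was set here because 5104 gaps between neighbouring probes exceeded it. The study also required that the probe had been positive in the first screening, which was not used here. Positive probes were joined into regions across gaps of up to 3 positions and 2 kb, and into loci across gaps of up to 20 kb. Locus values are medians over all probes of the span. Regions named in the text were chosen by number of probes, 5 for each kind, with ties broken by the larger mean log2 ratio. The loci were described after their values were seen.

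A probe was private to a mouse when it was positive there and positive with that sign in none of the other 6. The numbers of private probes in offspring and parents were compared by an exact permutation test, two-sided, over all splits of the mice. Single probes were tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes on 1 value per mouse), with Benjamini-Hochberg adjustment over autosomal probes. The remaining steps ran in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. These steps were tested on simulated data with the real probe positions, in which 200 of 93483 probes were changed by 0.85 on the log2 scale. Each probe had its median dye effect over the mice, and independent noise with the spread between neighbouring probes of each array. The positive rule recovered 188 of them as de novo candidates of 1 offspring and 178 as positive in all 7 mice, with 0 calls among unchanged probes. The limma comparison of offspring with parents recovered 200 with 5 further calls, and that of the family with the reference recovered 200 with 0 further calls. The simulation held no other spread between mice and no pair of reversed sign. Its changes were also larger than the chromosome 4 step between offspring and parents (0.255 without 0GyU5). The recovery therefore does not give the power of limma in the real data.

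The main settings and most alternatives were fixed before the data were examined. The alternatives fixed in advance were normexp background correction (offset 50, on the median signals, since the files hold no mean signals), the deposited log2 table, no centring, a filter to the 91256 autosomal probes well above background in both channels on all 14 arrays, thresholds of 0.4 and 0.8, other forms of the dye-swap and neighbour rules, a required difference from the parents, slide as a random block, arrays of 1 dye orientation, another variance model and leaving out each offspring. The arrays came from 4 slides and 2 scan dates. Turning the sign of the pair labelled 0GyU5, alone and together with other settings, scan date as a block and private probes counted with either sign were chosen after seeing the data. Genes were not named, because the annotation at hand is on another build than the probe positions.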

Results

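The data were 14 two-colour array comparative genomic hybridization (array CGH) profiles of tail DNA from 7 C57BL/6J/Nrs mice. Array CGH compares the copy number of a mouse with that of a reference mouse at each probe, through the ratio of their fluorescence. The mice formed 1 non-irradiated family (0 Gy) of the study, with 1 sire (0GyUM), 1 dam (0GyUF) and 5 offspring (0GyU1 to 0GyU5). Each mouse was hybridized to 2 arrays against DNA of the same male reference mouse, with the dyes exchanged between the arrays. Such a dye-swap pair is 1 measurement of 1 mouse, so the sire and the dam had no replicate and the 5 offspring were siblings rather than repeats of one another. The array was that of the second screening, in which probes were placed densely around positions that had passed a first screening. Counts of probes are therefore not counts per genome. After averaging of repeated spots the array held 93483 autosomal probes, 48 probes on the X chromosome and 3 on the Y chromosome, with a median spacing of 88 bp between neighbouring autosomal probes.

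The arrays were of similar quality in spread and in signal over background. The correlation between the 2 arrays of a pair varied, but it does not measure quality alone. A dye bias of the probe has opposite signs on the 2 arrays and lowers it, while differences from the reference raise it. That correlation was -0.31 in the sire, -0.18 in 0GyU1 and -0.22 in 0GyU2. It was 0.12 in the dam, 0.20 in 0GyU3, 0.25 in 0GyU4 and 0.27 in the pair labelled 0GyU5. The spread between neighbouring autosomal probes lay between 0.0976 and 0.144 on the log2 scale, and the SD of all autosomal log2 ratios between 0.154 and 0.224. Both channels were well above background at 98.29% to 99.61% of the probe spots. The number of arrays, 2 per mouse, limits the precision of each value, and the errors given below are the distance of each array of a pair from their mean.

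The sex-linked probes were examined first, since they check the orientation of the ratios against the labels. The sire had an X log2 ratio (mouse over reference) of 0.00 ± 0.05 and a Y log2 ratio of 0.00 ± 0.02. The dam had an X log2 ratio of 0.82 ± 0.08 and a Y log2 ratio of -1.30 ± 0.11, where a female against a male reference gives 1 on the X chromosome if ratios are not compressed. Among the offspring, 0GyU1 and 0GyU2 had X log2 ratios of 0.00 ± 0.08 and 0.00 ± 0.09, and 0GyU3 and 0GyU4 had 0.87 ± 0.11 and 0.87 ± 0.07. The pair labelled 0GyU5 had an X log2 ratio of -0.74 ± 0.05 and a Y log2 ratio of 0.70 ± 0.08. With the dyes as labelled, this mouse thus had less X and more Y signal than the male reference, which none of the other 6 mice showed. The alternative that moved these values most was normexp background correction, under which the dam had an X log2 ratio of 0.72 and a Y log2 ratio of -0.93, and the pair labelled 0GyU5 had -0.64 and 0.51. Because the sign of this pair is in doubt, counts below that rest on it are also given without the pair or with its sign turned, the latter a setting chosen after the data were seen.

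**Figure D1:**
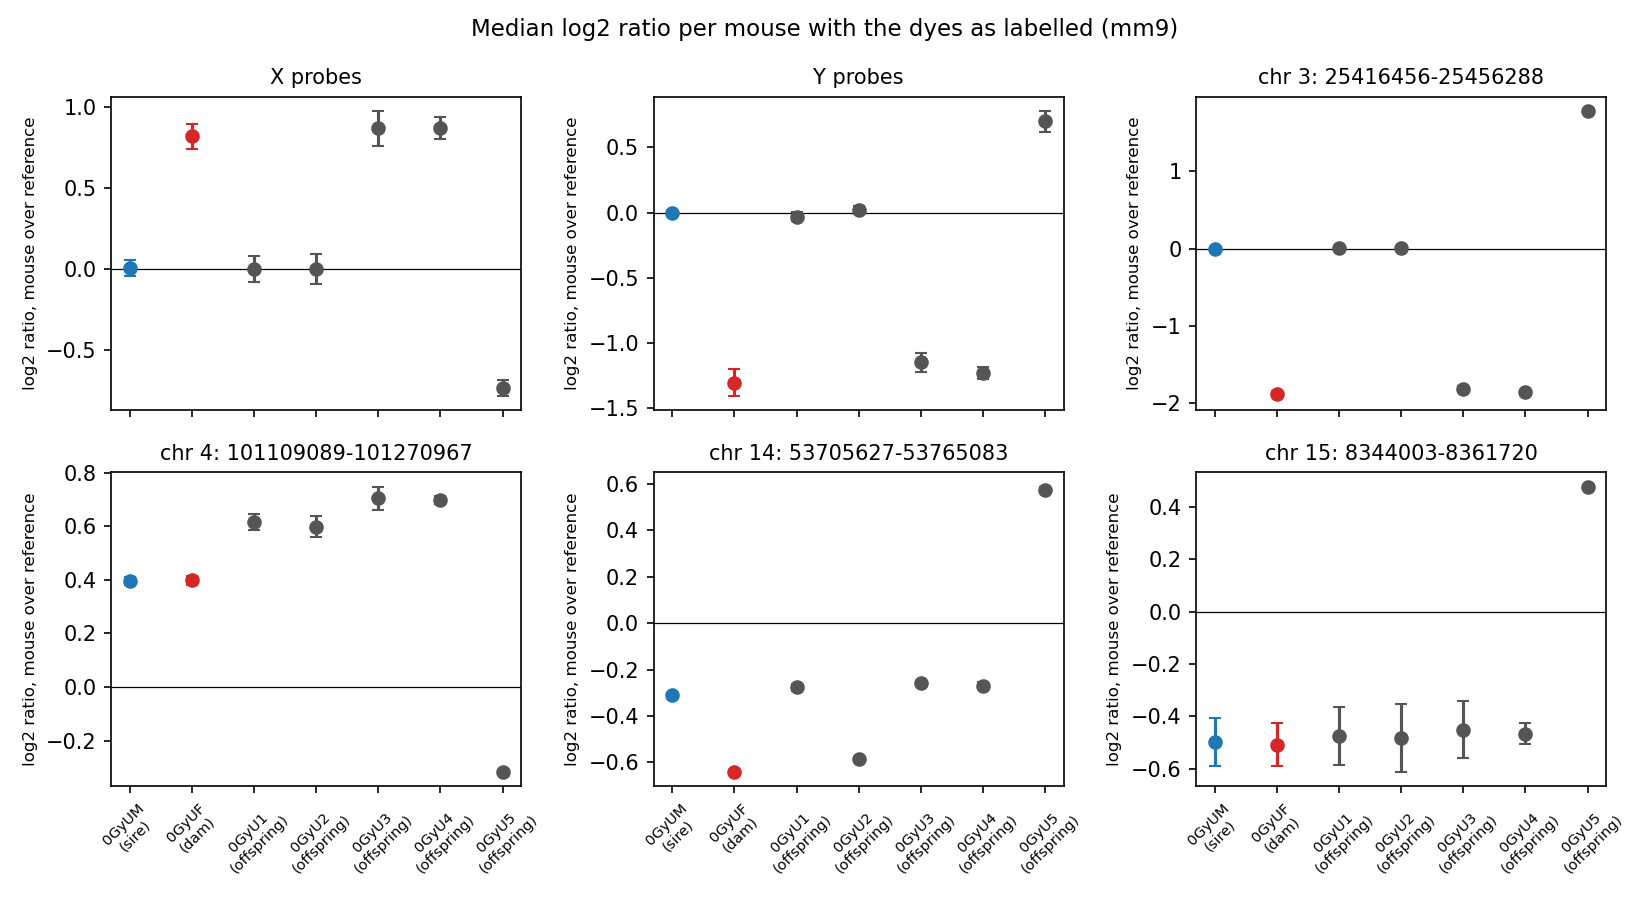
Median log2 ratio of mouse over reference (vertical axes, different scales) for each of the 7 mice (horizontal axes), at the X and Y probes and at 4 autosomal loci, in mm9 coordinates. Points are dye-swap means and bars reach to the values of the 2 arrays. The pair labelled 0GyU5 lies on the opposite side of 0 from the dam in each panel and from the other 6 mice on chromosomes 4, 14 and 15.

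The number of positive probes per mouse shows how much of the array departed from the reference. A probe was positive when its log2 ratio exceeded 0.5 with the same sign on both arrays of a pair and another such probe lay within 3 probe positions and 2 kb. The sire had 159 positive autosomal probes and the dam 620. The offspring had 703, 903, 950, 958 and 526 in the order 0GyU1 to 0GyU5, a mean of 808 ± 189 (SD, n = 5). Before the neighbour rule, 236 to 1130 probes per mouse exceeded the threshold with the same sign on both arrays, and 17 to 176 exceeded it with opposite signs. A dye bias of the probe adds to the latter number and not to the former, so the latter is not an error rate for the former. The mean over the 7 mice was 688 positive probes, and it moved most with a threshold of 0.8, which gave 240.

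Most positive probes lay in a few loci. The 1482 probes positive in at least 1 mouse formed 37 loci when gaps of up to 20 kb were joined, and 9 loci with 10 or more positive probes held 96% of them. One of these lay on chromosome 4, one on chromosome 3, one on chromosome 15 and 6 on chromosome 14 (mm9). No gene annotation of that build was used here, so the loci are given by position alone.

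**Figure D2:**
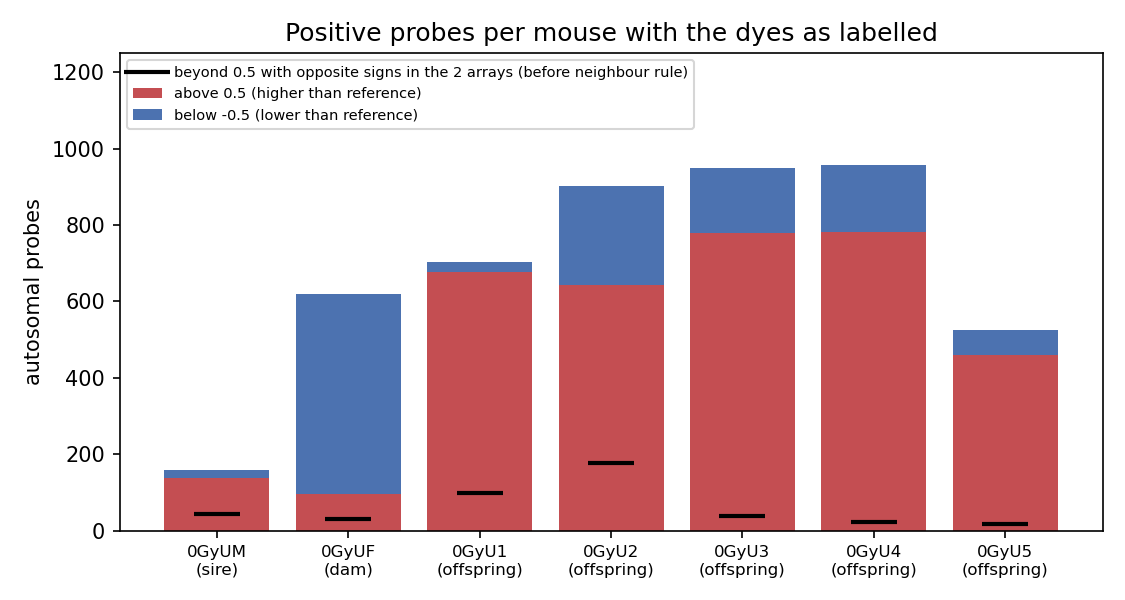
Positive autosomal probes per mouse (vertical axis, number of probes), stacked by sign, with the dyes as labelled. Black marks give the probes beyond the threshold with opposite signs on the 2 arrays. The sire has 159 positive probes and the offspring 526 to 958.

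On chromosome 4, between 101109089 and 101270967, 833 of 1358 probes were positive in at least 1 mouse. The median log2 ratio over all probes of this locus was 0.40 ± 0.02 in the sire and 0.40 ± 0.02 in the dam. It was 0.62 ± 0.03 in 0GyU1, 0.60 ± 0.04 in 0GyU2, 0.70 ± 0.04 in 0GyU3 and 0.70 ± 0.01 in 0GyU4. These 4 offspring differed from each parent by more than the errors of the pairs. The pair labelled 0GyU5 had -0.32, with less than 0.01 between its arrays and their mean. On chromosome 3, between 25416456 and 25456288, the dam had -1.88 ± 0.03, 0GyU3 had -1.82 ± 0.04 and 0GyU4 had -1.85 ± 0.01. The sire, 0GyU1 and 0GyU2 had 0.00, 0.01 and 0.00 there, and the pair labelled 0GyU5 had 1.78. On chromosome 15, between 8344003 and 8361720, the parents had -0.50 ± 0.09 and -0.51 ± 0.08, and 0GyU1 to 0GyU4 had -0.48 ± 0.11, -0.48 ± 0.13, -0.45 ± 0.11 and -0.47 ± 0.04. These 6 values did not differ by more than the errors of the pairs, while the pair labelled 0GyU5 had 0.48. The 6 loci on chromosome 14 lay between 53417092 and 54390579. Their medians ran from -0.31 to -0.21 in the sire and from -0.64 to -0.41 in the dam. In 0GyU2 they ran from -0.58 to -0.35, and in 0GyU1, 0GyU3 and 0GyU4 they lay between -0.28 and -0.17. In the pair labelled 0GyU5 they ran from 0.32 to 0.57.

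**Figure D3:**
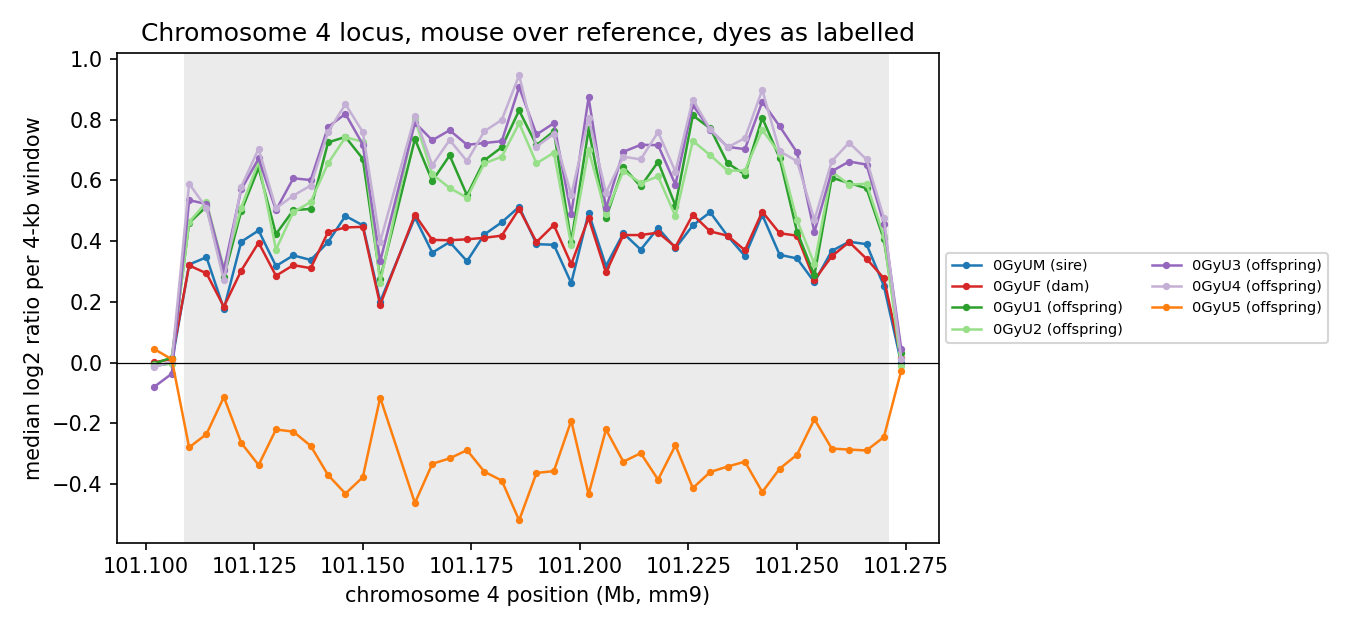
Median log2 ratio of mouse over reference in windows of 4 kb (vertical axis) against position on chromosome 4 in Mb (horizontal axis, mm9), 1 line per mouse. The shaded span is the locus from 101109089 to 101270967, within which the sire and dam lie near 0.40, 0GyU1 to 0GyU4 between 0.60 and 0.70, and the pair labelled 0GyU5 near -0.32.

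Probes positive with the same sign in every mouse are those at which the whole family departs from the reference mouse. With the dyes as labelled, 0 probes were positive in all 7 mice. Without the pair labelled 0GyU5, 28 probes were positive in the other 6 mice, and all 28 lay in the chromosome 4 locus. With the sign of that pair turned, 8 probes were positive in all 7 mice.

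Differences between the parents were counted next. There were 703 probes positive in 1 parent and not in the other, in 168 regions, and 91 of the regions had 1 or 2 probes. With 1 mouse on each side no test was made. When the dye-swap means of sire and dam also had to differ by more than 0.5, 218 probes were left, 137 of them in the chromosome 3 locus, 59 on chromosome 14 and 0 on chromosome 4. The largest region by number of probes was that on chromosome 3, with 137 probes over 39833 bp. Its mean log2 ratio was -1.87 ± 0.03 in the dam and -0.01 ± 0.01 in the sire. The next was on chromosome 14 from 53714618 to 53718921, with 25 probes and mean log2 ratios of -0.87 ± 0.05 in the dam and -0.39 ± 0.07 in the sire. The region from 54271121 to 54278400 had 20 probes, with -0.66 ± 0.01 in the dam and -0.29 ± 0.03 in the sire. That from 53755201 to 53759816 had 19 probes, with -0.86 ± 0.02 and -0.38 ± 0.01. A region of 13 probes from 53750553 to 53754930 had -0.83 in the dam and -0.35 in the sire.

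De novo candidates are the measurement for which the family was assembled, since a change present in an offspring and in neither parent would be new in that offspring. Summed over the 5 offspring, 2671 probe calls met the rule that the probe was positive in the offspring and positive with that sign in neither parent. They came to 490, 477, 584, 594 and 526 in the order 0GyU1 to 0GyU5. The probes formed 239 regions, of which 99 had 1 or 2 probes, and 160 regions, 83 of them with 1 or 2 probes, when the sign of the pair labelled 0GyU5 was turned. With the sign of that pair turned, its own calls fell from 526 to 81. The chromosome 4 locus held 2134 of the 2671 calls (79.9%). Its share of the calls was 96.5% without that pair and 94.2% with the sign of the pair turned. Many of these probes were close to the threshold in a parent. Of the de novo candidate probes of 0GyU1 to 0GyU4, 93.5%, 96.4%, 88.7% and 87.5% had a dye-swap mean beyond 0.4 with the same sign in at least 1 parent. When the offspring also had to differ from each parent by more than 0.5, the sum fell from 2671 to 580, and the calls of 0GyU1 to 0GyU4 fell to 10, 3, 31 and 11. Of the 580, 525 belonged to the pair labelled 0GyU5. With the sign of that pair turned, the same rule left 55 calls, 52 of them in the chromosome 4 locus and 0 in 0GyU5. Without that pair, the first rule gave 2145 calls.

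The 5 de novo candidate regions with the most probes were the following. The first was the chromosome 3 region from 25416456 to 25456288, with 136 probes, called only in the pair labelled 0GyU5. Its mean log2 ratio was 1.75 ± 0.01 there, against -0.01 ± 0.01 in the sire and -1.87 ± 0.03 in the dam. It was no longer called when the sign of the pair was turned, apart from 1 probe. The next 3 lay within the chromosome 4 locus and were called in 4 mice each. From 101228254 to 101234158, 38 probes had means of 0.80 ± 0.05, 0.78 ± 0.05, 0.84 ± 0.04 and 0.84 ± 0.03 in 0GyU1 to 0GyU4, against 0.48 ± 0.04 in the sire and 0.47 ± 0.03 in the dam. From 101175863 to 101180045, 28 probes had means of 0.72 to 0.79 in these offspring, against 0.44 in the sire and 0.46 in the dam. From 101139420 to 101143331, 27 probes had means of 0.72 to 0.81, against 0.44 and 0.46. The last was on chromosome 14 from 53714618 to 53719472, with 24 probes, called only in the pair labelled 0GyU5 at 0.84, against -0.39 in the sire and -0.88 in the dam. With the sign of the pair turned, 1 of these probes was still called.

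Private probes, positive in 1 mouse and positive with that sign in none of the other 6, were counted by the same rule in offspring and parents. They still depend on inheritance, since a parental probe is private only if no offspring received it. Parents and offspring are therefore not strictly exchangeable, which the permutation test below assumes. The sire had 7 and the dam 139, a mean of 73. The offspring had 15, 37, 34, 45 and 526, a mean of 131 ± 221 (SD, n = 5). The difference was 58.4 probes (exact permutation test, two-sided, p = 0.81, 21 splits). The smallest p that the 21 splits allow is 0.048. With these counts p could not come near it. Each split that puts the mouse with 526 private probes among the parents gives a difference larger in size. This p therefore says little about the other mice. No positive probe of the pair labelled 0GyU5 was positive with the same sign in another mouse, and 40 of its 526 were positive with neither sign in any other mouse. Counted in this stricter way, run after seeing the data although the definition fixed beforehand named no sign, the offspring had a mean of 31.8 and the parents of 41, a difference of -9.2 (exact permutation test, two-sided, p = 0.71, 21 splits). Without this pair the difference was -40.2 (exact permutation test, two-sided, p = 0.40, 15 splits), and with its sign turned it was again -9.2. With the sign turned the offspring were higher at the other thresholds, with means of 36.2 in the offspring and 25.5 in the parents at 0.4, and of 25.6 and 6.5 at 0.8. Leaving out 0GyU2 also changed the direction, to -23, since dam probes shared in sign with that mouse alone then became private. Of the 2 scan dates, the first held the parents with 0GyU1 and 0GyU2, which had a mean of 26 private probes against 73 in the parents. The second held offspring only, and no slide held both parents and offspring.

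A linear model over single probes (limma, 1 value per mouse) asked whether any probe differed between the 5 offspring and the 2 parents. It called 0 of 93482 autosomal probes at a Benjamini-Hochberg adjusted p under 0.05, and 1761 probes had an unadjusted p under 0.05. Scan date as a block and slide as a random block also gave 0. Without the pair labelled 0GyU5 limma called 487 probes, 482 higher and 5 lower in the offspring, and 481 of the higher ones lay in the chromosome 4 locus. With the sign of the pair turned it called 0, and this mouse then had 0.32 at the chromosome 4 locus, against 0.40 in each parent. The median difference between offspring and parents at that locus was 0.26 without the pair and 0.19 with its sign turned, with median standard errors of 0.05 and 0.10 per probe.

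The same model with an intercept only asked which probes differed between the family and the reference mouse. It leaves out the spread of the reference, which was a single mouse. It called 0 of 93483 probes at an adjusted p under 0.05 and a mean log2 ratio beyond 0.5, and 8478 had an unadjusted p under 0.05. Without the pair labelled 0GyU5 it called 994 probes, 776 higher and 218 lower than the reference, of which 773 lay in the chromosome 4 locus and 75 in the chromosome 15 locus. With the sign of the pair turned it called 987, 728 of them in the chromosome 4 locus.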

Values the study reported

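The study reported de novo deletions in 7.1% of the F1 mice of its non-irradiated group (11 out of 156) and in 20.4% of those of its irradiated group (29 out of 142), a 2.9-fold increase. After its confirmation by qPCR, the non-irradiated group had 11 deletions. The values of the study are counts of mice and of events over its families, with that limit. The values above are counts of probes in 1 family, so these kinds of value are not set against each other.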

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

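All tests in this part were chosen after the results were seen.

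Each of 18 measures was screened for an offspring far from its 4 siblings, by the gap to the nearest sibling as a share of the whole range (above 0.71 for 5 mice). Chance passes about 1 in 20 such groups. The screen marked 8 measures, and in all 8 the mouse was the pair labelled 0GyU5. Its number of private probes, counted by sign, was 526, against 15 to 45 in its siblings. Its log2 ratio was -0.32 at the chromosome 4 locus, against 0.60 to 0.70. At the chromosome 15 locus it was 0.48, against -0.48 to -0.45. At 5 of the 6 loci on chromosome 14 it was 0.57, 0.40, 0.41, 0.32 and 0.48, where every sibling lay below 0. These measures are not independent, since a single reversal of sign would move all of them.

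The tables argue against some explanations. DNA of another mouse of the family in place of 0GyU5 would give a chromosome 15 ratio within the range of the other 6 mice, -0.51 to -0.45, and the pair had 0.476. Another male mouse in the reference channel would leave the X log2 ratio near 0 or above it, and it was -0.737. An exchange of mouse and reference between the dyes, against the labels, predicts that the pair runs opposite to the other mice across the whole array. Outside the 9 largest loci, over 90870 autosomal probes, its correlation with the other 6 mice had a median of -0.359 and ran from -0.57 to -0.13, while the 15 correlations among the others ran from 0.01 to 0.58. These are correlations across probes, which are not independent replicates. All 690 probes beyond 0.4 with 1 sign in the other 6 mice had the opposite sign in this pair, and 680 of them lie in the 9 largest loci. These values are in line with such an exchange, which may have arisen at labelling, at hybridization or in the annotation of the 2 arrays.

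A female mouse in the reference channel together with a male 0GyU5 cannot be told apart from an exchange by the sex-linked probes. The chromosome 4 locus, where the pair had -0.317, cannot decide, because the copies of such a reference are measured on no other array. A change of reference mouse gives no reason for a reversal at all 690 probes beyond 0.4. Nor does it for negative correlations outside the largest loci with the mice whose X log2 ratio was near 0. These were -0.129 with the sire, -0.224 with 0GyU1 and -0.147 with 0GyU2. Those values argue against a female reference mouse, without excluding it. No biological explanation was tested, since the labels give no property that sets 0GyU5 apart from its siblings.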

How the results depend on the processing

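Of 150 alternative values, 134 chosen before and 16 chosen after seeing the data, 122 were counted as unchanged, 24 moved and 4 reversed. The unchanged values include counts that stayed at 0. Among those chosen before, these were 14 of 15 for probes positive in all 7 mice. For limma they were 12 of 13 between offspring and parents and 9 of 12 between family and reference. Without the pair labelled 0GyU5 these counts were 28, 487 and 994, so a count of 0 with the pair tests the processing little. A count was unchanged within 1.5 times, a ratio within the error of its pair, and the difference in private probes if it kept its direction and its side of p = 0.05, whatever its size. With 1 offspring left out, the smallest p that the 15 splits of the exact permutation test allow is 0.067. In those settings the difference could therefore not cross 0.05, and only its direction was tested. In the main setting p could not fall below 0.05 either, given the count of the pair labelled 0GyU5. Turning the sign of the pair labelled 0GyU5, alone or with another setting, scan date as a block and private probes counted with either sign were chosen after the data were seen.

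Normexp background correction brought the sex-linked ratios of 4 mice nearer to 0 and kept their signs. The X log2 ratios became 0.72 in the dam, 0.73 in 0GyU3, 0.74 in 0GyU4 and -0.64 in the pair labelled 0GyU5. The Y log2 ratios moved further, from -1.30 to -0.93, from -1.15 to -0.79, from -1.23 to -0.83 and from 0.70 to 0.51 in the same order. The cause was not tested. Of the ratios near 0, the X ratio of the sire and the Y ratio of 0GyU2 changed sign within the error of the pair. The deposited log2 table and the omission of centring left every result within these limits.

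A threshold of 0.8 gave 240 positive probes per mouse, 168 probes that differed between sire and dam and 1219 de novo calls. A required difference of 0.5 gave 218 probes between sire and dam and 580 de novo calls. The required difference passes fewer probes by construction, as does the higher threshold for positive probes per mouse. At 0.8 the sire had 0 positive probes, so the 168 probes that differed were the 168 of the dam. Of the 1219 de novo calls at 0.8, 1058 lay on chromosome 4, where neither parent had a positive probe. Under a threshold of 0.4 the de novo calls were 2407. Those of the pair labelled 0GyU5 rose from 526 to 943, while those of 0GyU1 to 0GyU4 fell to 330, 316, 395 and 423.

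The sign of the pair labelled 0GyU5 decided most other changes. Probes positive in all mice numbered 0 to 28 when 1 offspring was left out, 28 being without this pair. With its sign turned they numbered 8, and 187 with the threshold also at 0.4. De novo calls ranged from 2077 to 2194 when 1 offspring was left out. With the sign turned they were 2226, then 1542 at a threshold of 0.4, 1073 at 0.8 and 55 with the required difference. The offspring minus parents difference in private probes ranged from -40.2 to 100.8 when 1 offspring was left out. It was below 0 without 0GyU2 (-23), where private probes of the dam rose by construction, without 0GyU5 (-40.2), with the sign of that pair turned (-9.2), and with private probes counted with either sign (-9.2). With the sign turned it was above 0 at the other thresholds, with means of 36.2 in the offspring and 25.5 in the parents at 0.4, and of 25.6 and 6.5 at 0.8. The lowest exact permutation p for it in any setting was 0.24.

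For limma between offspring and parents, leaving out 1 offspring gave 0 to 487 calls, 487 being without 0GyU5. Each other setting gave 0, scan date as a block with the sign turned included. For limma between family and reference, leaving out 1 offspring gave 0 to 994 calls, 994 being without 0GyU5. With its sign turned there were 987 calls. Arrays with the mouse in Cy5 alone gave 670 calls and those with the mouse in Cy3 alone 605, where the dye effect of a probe is not cancelled. No paired analysis was possible because no group of parents shares more than 1 replicate number with the offspring, and that number is only a name.

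How far signal over background limits the values stays open. The filter to probes well above background removed only 2.38% of autosomal probes, so it tests this little, while normexp lowered the probes that differ between sire and dam from 703 to 471.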

Other observations

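The tests in this part were chosen after the results were seen, except the limma fits to arrays of 1 dye orientation, which were fixed in advance.

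The chromosome 4 locus was higher in 0GyU1 to 0GyU4 than in both parents, at 1.55, 1.51, 1.78 and 1.76 times the mean log2 ratio of sire and dam. The pair labelled 0GyU5 reached 0.80 times that mean in size, with the opposite sign. A larger ratio scale on the slides or scans of the offspring would raise the chromosome 15 locus too. In absolute size that locus was 0.471 in the offspring and 0.503 in the parents, a difference of -0.0324, so a common change of scale does not account for the step. A step from 3 to 4 copies against 2 in the reference predicts a factor of 1.71 on the log2 scale. With the compression of the X log2 ratio in the dam, 3 and 4 copies would read 0.479 and 0.819, above the 0.40 of the parents and the 0.60 to 0.70 of these offspring, so the factor is nearer to the prediction than the sizes are. This may reflect a gain carried on 1 chromosome by each parent and inherited from both by 4 of the 5 offspring. Under that hypothesis each offspring has a chance of 0.25, and 4 or more of 5 have a chance of 0.0156. It cannot be told apart from other explanations with 5 siblings and no breakpoint sequence. Whichever holds, the calls counted as de novo at this locus lie where both parents already differed from the reference.

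The chromosome 3 locus was near 0 in the mice whose X log2 ratio was near 0 and far from 0, with the sign opposite to X, in the others. This held in 7 of 7 mice, the pair labelled 0GyU5 included. An autosomal loss on both chromosomes of the dam and on neither of the sire predicts offspring midway between sire and dam, at -0.94, and the offspring nearest to that in size was 0.84 away from it. One copy of the sequence on the Y chromosome beside 2 autosomal copies predicts -0.585 or nearer to 0 in a female mouse, and the dam had -1.88. More than 1 copy on the Y chromosome, or 1 with no autosomal copy, is a possible explanation, for which the size predicts nothing. By this locus alone it cannot be told apart from an autosomal loss. Such a loss would lie on both chromosomes of the dam and on 1 of the sire and of the reference. Then 5 of 5 offspring would follow the X ratio with a chance of 0.0312. The copies in the reference, which could decide, are measured on no other array. By the same rule 9 of the 37 loci followed the X ratio, with 154 positive probes among them. They lay on chromosomes 1, 3, 7, 10, 11 and 13, and all but the chromosome 3 locus had 2 positive probes. Losses on separate chromosomes would be inherited separately. That these loci follow the X ratio together argues against such losses for them as a set, although the rule picked them. Counts of probes that differ between sire and dam include probes of these loci.

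The chromosome 15 locus had nearly the same ratio in the 6 mice other than 0GyU5, with a median of -0.479. If the X log2 ratio of the dam, 0.819 in place of 1, gives the compression of ratios on these arrays, 2 copies against 3 in the reference would read -0.479. A variant of the reference mouse is a possible explanation. It cannot be told apart from a loss fixed in the family, because the same reference was on every array.

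Before the neighbour rule, 17 to 176 probes per mouse exceeded 0.5 on both arrays with opposite signs. The difference between the 2 arrays of a pair correlated across autosomal probes between mice, with a median of 0.67 over the 21 pairs of mice and a range from 0.37 to 0.86. A dye bias that belongs to the probe would give such a correlation, and noise of single spots would not. The limma calls between family and reference from arrays of 1 dye orientation are no evidence for such a bias. With the mouse in Cy5 they were 564 higher and 106 lower than the reference, and with the mouse in Cy3 545 higher and 60 lower. A dye bias of the probe would turn its sign between the orientations, while most calls were higher in both.

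The 6 loci on chromosome 14 had lower ratios in the dam and 0GyU2, with medians of -0.48 and -0.44 over the loci, than in the sire, 0GyU1, 0GyU3 and 0GyU4, with medians of -0.24, -0.21, -0.20 and -0.22. The pair labelled 0GyU5 had 0.41. No explanation was tested for these loci, biological or technical.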
